A study of Homo sapiens with 6 samples. Its data were reported in "The transcription factor ZNF469 regulates collagen production in liver fibrosis" (2025).

How the data were processed

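ZNF469 occupancy was measured by CUT&RUN, in which an antibody directs a nuclease to a chromatin protein and the DNA fragments it releases are sequenced. The cells were primary human hepatic stellate cells (HSCs), the collagen-producing cells of the liver. They were electroporated with Cas9 ribonucleoproteins carrying either a non-targeting guide RNA (hNTO) or guides against ZNF469 (ZNF469 KO) and were expanded until day 12. Each group held 3 replicates, all profiled with an anti-ZNF469 antibody, so the antibody signal in ZNF469 KO cells was the background. The paper states that its main experiments used cells of a single donor, seeded into replicate dishes after electroporation. All sample titles carry the same cell label. The replicates therefore appear to be cultures of the same donor, and p-values here do not measure spread between donors.

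The authors counted reads in regions, divided the counts by size factors from E. coli spike-in reads and compared hNTO with ZNF469 KO using DESeq2. They kept regions with an adjusted p of at most 0.05 and an absolute log2 fold change over 0.5. The signal value in the authors' deposited table was 1 mean of normalised counts per region over all 6 samples. The log2 fold change in the authors' deposited table was that of hNTO over ZNF469 KO. The p-value and its Benjamini-Hochberg adjusted value were also given by the authors. The aligner, the peak caller and the way regions were merged across samples were not stated in the descriptions used here. The authors also gave each region a genomic class, the nearest gene and a chromatin state. The tissue behind the chromatin states was not stated.

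Coordinates were on hg38, counted from 1 as in the deposited table, where the stated distance to the transcription start site followed from a region's own coordinates for 372 of 372 regions. All 372 regions lay inside the hg38 chromosomes. Gene bodies and exons came from GENCODE release 44, whose symbols included those of 332 regions. For each of these 332 regions the GENCODE gene overlapped the gene model in the table.

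Values per sample were not used here, because the authors' deposited table gave 1 mean count, 1 fold change and 1 p per region. Total reads per sample are therefore unknown, and no spread between replicates could be computed. The planned Fisher's exact tests needed the regions without a significant change, which were not in the authors' deposited table. Shares are given instead with their 95% Wilson intervals, which cover counting error only. As an error for each fold change, the standard error was worked out as the fold change divided by the normal quantile of its p-value. This assumes a Wald test on a fold change that was not shrunken. Group means were worked out from the mean count and the fold change, given groups of equal size. The number of regions that received an adjusted p was worked out from the ranks, the p-values and the adjusted p-values.

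Regions were called collagen sites when the named gene had a symbol of COL, digits, A and digits. Differences in median log2 fold change between sets of sites were tested with 2-sided permutation tests of 100000 resamples, adjusted by Benjamini-Hochberg over the 2 tests. Regions are not replicates, so these tests describe the regions of this table. A knockout mean at or under 3 normalised counts was treated as a floor, and the fold was then also computed against 3 counts. This bounds the fold for the low knockout mean only and leaves out the sampling error of the hNTO mean. The genes named in the text followed a rule fixed before the data were examined. The rule covered COL1A1, COL1A2, COL3A1, COL5A1, ZNF469 and a set of stellate-cell genes, of which 9 are reported and 1 is not reported here. It added the 10 regions with the lowest adjusted p, the 5 further genes with the most sites and the 3 sites with the highest fold change. Any other name was chosen after its values were seen.

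Alternatives were stricter thresholds on the adjusted p and the fold change, merging of nearby regions, a minimum mean count of 10, 1 region per gene, and leaving out collagen genes. Further tests used 10000 random placements of collagen sites within their genes, 10000 random gene lists matched on gene length, and windows of 51 bp searched on both strands of the primary chromosomes. The gene lists were a list of 35 collagen-processing genes, 30 other matrix genes, 30 genes abundant in most cells and the 9 stellate-cell genes. The procedures were tested on simulated data of 4000 regions, in which the number of tests was recovered as 4000 and 92.0% of changed regions were called. The changed regions were all given the same fold change, above the upper quartile of the sites. Their standard errors were drawn from those of the sites. The 92.0% is therefore not the sensitivity of the comparison of hNTO with ZNF469 KO. Computations used Python 3.11.15 with numpy, pandas, scipy, pysam, numba and matplotlib.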

Results

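To locate ZNF469 on chromatin in HSCs, anti-ZNF469 CUT&RUN signal in 3 hNTO samples was compared with that in 3 ZNF469 KO samples at day 12. Signal that depends on ZNF469 is higher in hNTO. The authors' deposited table held 372 regions, referred to here as sites. All 372 sites were higher in hNTO and 0 were higher in ZNF469 KO. From the p-values, 4063 regions had received an adjusted p, and 9.16% of these passed (95% Wilson interval 8.31% to 10.08%). Regions filtered out before the adjustment are not in this number. In the authors' deposited table the log2 fold change had a median of 1.89, with quartiles of 1.59 and 2.35 and a range of 0.998 to 4.81. The implied standard error of a site's fold change had a median of 0.53. The number of sites depended most on the significance threshold, and a Bonferroni correction over the 4063 regions left 62.

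Counts were low at most sites. In the authors' deposited table the mean normalised count had a median of 13.1 and ranged from 2.47 to 174.5. It was under 10 at 110 sites (29.6%). The implied ZNF469 KO mean was at or under 3 counts at 63 sites (16.9%), where the fitted fold change depends on very few counts. Sites were 117 to 1304 bp wide, with a median of 414.5 bp. They lay on 23 chromosomes and formed 344 loci when sites within 1 kb were merged and 302 within 10 kb.

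Next, the strongest sites were located. The 10 sites with the lowest adjusted p in the authors' deposited table were all in collagen genes, and 9 of them were in COL1A1 or COL1A2. The first was in COL1A1 on chromosome 17, from 50187137 to 50187828, and overlapped exon 46 of 51. In the authors' deposited table its log2 fold change was 3.60 with an adjusted p of 6.82e-35, and the implied standard error was 0.28. The implied means were 322.4 counts in hNTO and 26.6 in ZNF469 KO. The next COL1A1 site, at 50190888 to 50191632 across exons 32 and 33, had a log2 fold change of 3.78 and an adjusted p of 1.4e-29 in the authors' deposited table. In COL1A2 on chromosome 7, the site with the lowest adjusted p was intronic (intron 40 of 51), from 94423792 to 94424292. Its log2 fold change was 3.31, with an adjusted p of 7.21e-26 in the authors' deposited table. In COL3A1 on chromosome 2, a site from 189001613 to 189002623 overlapped exon 35 of 51. It had a log2 fold change of 3.37 and an adjusted p of 2.21e-22 in the authors' deposited table.

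**Figure D1:**
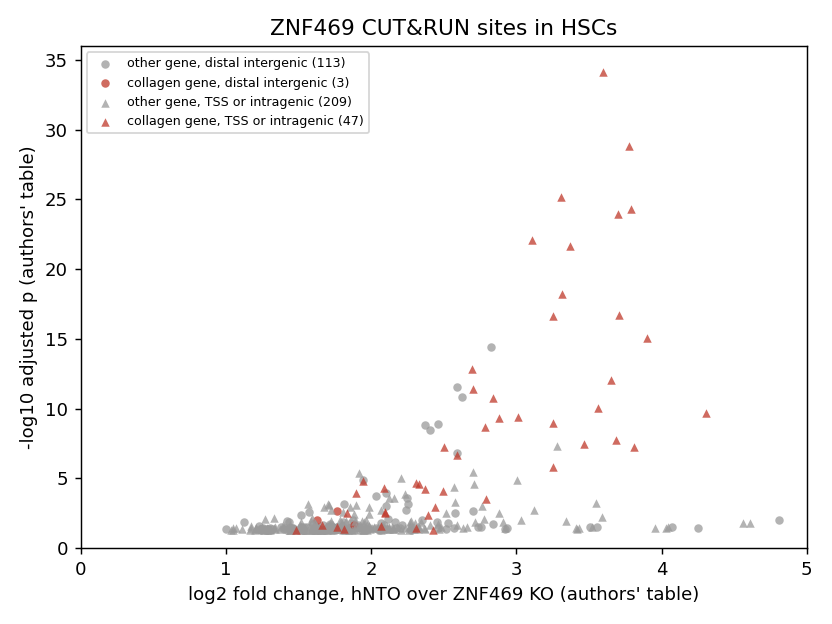
Each point is 1 of the 372 sites, placed by its log2 fold change of hNTO over ZNF469 KO (x axis) and the −log10 of its adjusted p (y axis), both from the authors' deposited table. Red marks the 50 collagen sites, triangles mark TSS and intragenic sites, and circles mark distal intergenic sites. The 10 sites with the lowest adjusted p are red triangles.

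Collagen genes were named for 50 of the 372 sites, or 13.4% (95% Wilson interval 10.3% to 17.3%). These 50 sites fell in 12 genes, with 12 sites in COL1A2, 11 in COL1A1 and 6 in COL3A1. Counted as 1 site per gene, collagens made up 4.2% of 284 genes. Among sites with an adjusted p of at most 0.01 their share was 41.6%. COL1A1 (ENSG00000108821, chromosome 17, 50184101 to 50201632) held 9 exonic and 2 promoter sites. COL1A2 (ENSG00000164692, chromosome 7, 94394895 to 94431227) held 3 exonic, 7 intronic and 1 promoter site, and 1 further site lay just downstream. The median log2 fold change in the authors' deposited table was 3.60 for the sites of COL1A1, 3.21 for those of COL1A2 and 2.82 for those of COL3A1. COL5A1 (ENSG00000130635, chromosome 9) had 3 sites with a median of 3.56 in the authors' deposited table, all of them between 134807826 and 134815132.

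**Figure D2:**
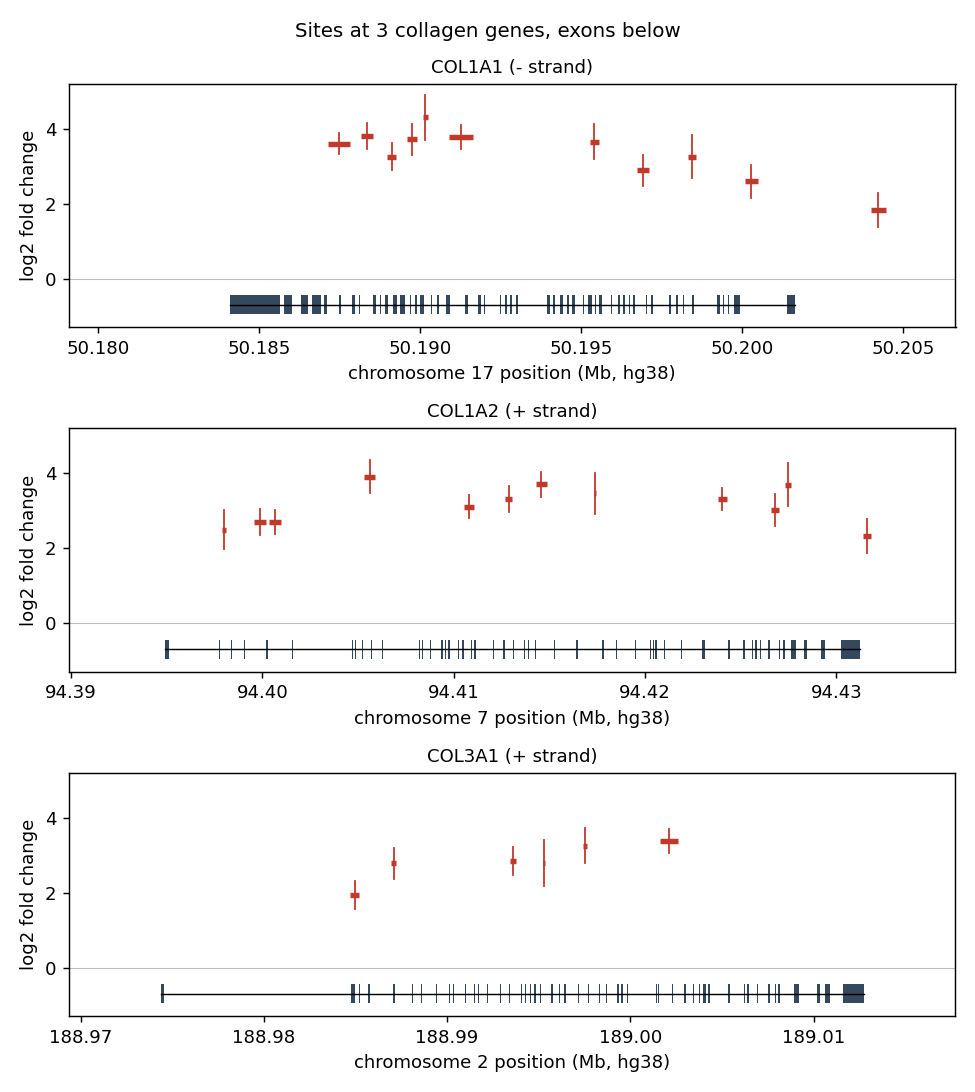
Sites at COL1A1, COL1A2 and COL3A1 along the hg38 chromosome (x axis, Mb), each a horizontal bar at its log2 fold change of hNTO over ZNF469 KO (y axis) with a vertical line of 1 implied standard error either way. Dark boxes are exons of the GENCODE transcript; the 11 COL1A1 sites run from the promoter to exon 46.

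The size of the change was then compared between collagen and other sites. The median log2 fold change was 2.70 at the 50 collagen sites (quartiles 2.10 and 3.36) and 1.82 at the 322 other sites (quartiles 1.53 and 2.21), from the values of the authors' deposited table. The difference of 0.88 had a permutation p of 1e-05, the smallest that 100000 resamples can give, and 2e-05 after adjustment over the 2 tests. Of the 50 collagen sites, 44 were above the median of the other sites. Leaving out COL1A1 and COL1A2 moved this difference most, to 0.49 (permutation p 0.00037). With 1 median per gene it was 0.55 over 12 collagen genes (permutation p 0.00473).

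By genomic class, 120 sites were intronic (32.3%, 95% Wilson interval 27.7% to 37.2%) and 116 were distal intergenic (31.2%, 26.7% to 36.1%). Promoters within 3 kb held 95 sites (25.5%, 21.4% to 30.2%), of which 68 were within 1 kb. Exons held 30 sites (8.1%, 5.7% to 11.3%), and 23 of these 30 were in collagen genes. Without any collagen gene the exonic share was 2.2%. No enrichment over tested regions was computed. Log2 fold changes of the TSS and intragenic sites had a median of 1.94, against 1.81 at the 116 distal intergenic sites. The difference of 0.13 did not pass the permutation test (p 0.0913, adjusted p 0.0913), and without collagen genes it was 0.00.

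**Figure D3:**
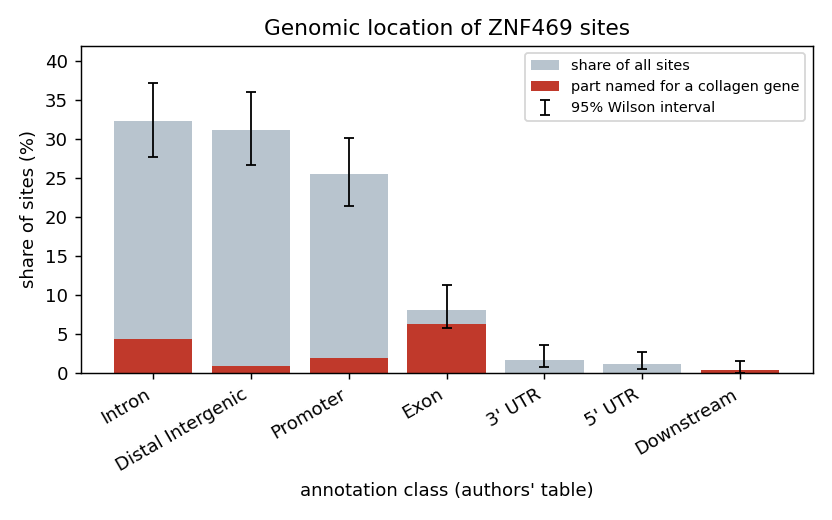
Share of the 372 sites (y axis, %) in each genomic class of the authors' deposited table (x axis), with 95% Wilson intervals as black bars. The red part is named for a collagen gene and takes 23 of the 30 exonic sites but 3 of the 116 distal intergenic sites.

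Outside the collagens fixed in advance, the genes named for the most sites were COL1A2-AS1 (10), LINC01969 (8), CREB3L1 (6), ATOX1 (4) and COL5A2 (4). COL12A1 also had 4 and was placed after them by its lowest p. COL1A2-AS1 sites lay upstream of COL1A2, and LINC01969 sites lay upstream of COL1A1. In CREB3L1 on chromosome 11, the strongest site, from 46293651 to 46294046 in intron 1 of 11, had a log2 fold change of 3.28 and an adjusted p of 4.55e-08 in the authors' deposited table. Sites within 100 kb of each other formed 5 clusters of at least 6 sites, which together held 70 sites (18.8%). They spanned COL1A1 (24 sites), COL1A2 (22), COL3A1 and COL5A2 (10), SPARC and ATOX1 (8) and CREB3L1 (6).

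ZNF469 itself was named for 0 sites, as were the 9 stellate-cell genes ACTA2, TAGLN, PDGFRB, TIMP1, LOX, CCN2, FN1, VIM and DES. Of these 10 genes, none had a site within 10 kb, and the nearest was 11.5 kb from VIM. The effect of the guides on ZNF469 itself was not analysed here.

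The 3 sites with the highest fold changes had few counts. They were named for LINC00408 (chromosome 13, 16015338 to 16015471), LAMB4 (chromosome 7, 108079862 to 108079993, intron 14 of 33) and PRDM2 (chromosome 1, 13749297 to 13749439, promoter). Their log2 fold changes in the authors' deposited table were 4.81, 4.61 and 4.56, on mean counts of 3.8, 3.3 and 3.2. Implied standard errors were 1.30, 1.31 and 1.32. Set against the floor of 3 counts, the implied hNTO mean was 2.4-fold higher at the LINC00408 site, 2.1-fold at the LAMB4 site and 2.0-fold at the PRDM2 site. These folds do not include the sampling error of the hNTO mean. No 51 bp window of the LINC00408 site occurs only once in the genome.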

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

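No paired analysis was possible because values per sample were not used here, so neither a fit with the replicate number as a block nor the fits that each leave out 1 replicate were run. Other splits of the 6 samples could not be counted for the same reason.

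Of 48 alternatives, 34 left a result within its limits and 14 changed it. The number of sites depended on the thresholds: 101 at an adjusted p of at most 0.01, 66 at 0.001, 157 at a log2 fold change over 2, and 62 with Bonferroni. It was within 1.5 times of 372 under the 5 others. These smaller counts follow from the stricter thresholds.

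The collagen share was 41.6% at an adjusted p of at most 0.01, 4.2% with 1 region per gene, 18.4% without distal intergenic sites and 20.2% when sites within 100 kb of a collagen gene body were counted. The last was chosen after seeing the data. The share is therefore one of regions, not of genes.

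The exonic share rose to 19.8% at an adjusted p of at most 0.01. It was 3.5% with 1 region per gene, 5.2% without COL1A1 and COL1A2, and 2.2% without any collagen gene. At an adjusted p of at most 0.01 the distal intergenic share was 24.8%, and the cause was not tested. Promoters within 1 kb of the TSS made up 18.3%, which follows from the narrower window. The intronic share stayed inside its interval under all 5 alternatives.

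The higher fold change at collagen sites passed the permutation test under all 7 alternatives, with a difference from 0.49 to 1.16. Of these, 3 were chosen after seeing the data: sites within 100 kb of a collagen gene (0.59), folds against a low knockout mean at their bound (0.91), and strata of mean count (0.97). The difference by location did not pass under any of its 5 alternatives, with permutation p from 0.0678 to 1. Low counts also limit single sites: 110 sites had a mean count under 10.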

Other observations

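Of the tests below, those of counts within strata, of exon placement and of shared sequence (except at the site with the highest fold change) were chosen after other values of the table had been examined, but before their own results were seen. The others, including the further division of the highest stratum, were chosen after their results or closely related ones had been seen. All use the implied standard errors or the deposited coordinates, and no biological explanation was tested with independent data.

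No site was higher in ZNF469 KO. Sites in that direction had not been left out of the table. Rank, p and adjusted p gave the same number of tests, to 2 decimals, at 218 of the 372 sites. These included the first and the last. If the remaining regions were unchanged and tested without bias, 8.43 of them would pass in the knockout direction by chance, and 0 did (Poisson p 0.000218). A tilt of the remaining regions towards hNTO, or conservative p-values at low counts, may account for this, and the regions without a significant change were not analysed here.

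Because size factors came from spike-in reads, an error in them would shift all regions by one factor. With one common shift of 1.71, 18 of the 372 sites lay in the outer 0.001 tail, against 0.37 expected and at most 4 in 1000 simulations (p 0.001, the smallest these can give). Of the 18, 17 were collagen sites. Among the 297 sites away from collagen genes the fitted shift was 1.0, and 6 sites lay in the tail against 0.30 expected (p 0.001). These 6 were named for CLMAT3, ATOX1, CREB3L1 and DCN, and the CLMAT3 sites lie beside SPARC. One factor is therefore not the whole cause. With the 6 sites removed, the 291 left had a shared shift of 0.73 and 2 in the tail. With the 18 removed from all sites, the 354 left had a shift of 1.35 and 10 in the tail. Removing tail sites itself lowers such counts, so they do not show that one factor accounts for the rest. A scaling error may still contribute to many weak sites.

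Higher counts do not account for the higher fold change at collagen sites, since within 5 strata of mean count the difference in mean log2 fold change was 0.97 (permutation p 0.0001, the smallest these can give). It came mainly from the highest stratum, where 33 collagen sites averaged 3.11 and 42 other sites 1.76. That stratum spanned 22.1 to 174.5 counts, and among its sites of up to 71.4 counts, divided again into 5 strata, the difference was 1.02 (permutation p 0.0001). In the 2 lowest strata, with 5 collagen sites in all, other sites averaged higher (2.61 against 2.37 and 1.96 against 1.88). The tests within strata were not repeated without COL1A1 and COL1A2 or by gene. Selection by p-value would act the other way, because collagen sites had the smaller implied standard errors (difference in medians -0.099, permutation p 0.00037).

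Exonic signal at collagen genes may follow from the gene structure alone. Of 40 sites inside 11 collagen genes, beyond 3 kb from the outermost TSS, 23 overlapped an exon. Random placement in the same genes gave 20.4 on average (central 95% 16 to 25, permutation p 0.408). The sites include that of COL14A1, which the authors classed as a promoter. No preference for exons was detectable among these 40 sites.

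Such gene-body signal could mark ZNF469 itself or any abundantly transcribed gene. The paper addressed this with the same antibody in an immortalized stellate cell line expressing ZNF469 from a transgene. It reports binding at collagen genes with full-length ZNF469 and none when most zinc fingers were deleted. The paper treats this as a control for the antibody, and those samples were not analysed here. Of 30 genes abundant in most cells, 26 have a gene body beyond 3 kb from the TSS, and 0 of these had a site there. Among collagen genes it was 11 of 44, counting COL14A1, whose only site the authors classed as a promoter. The gene bodies compared were much shorter for the abundant genes, at 533.0 kb in all against 6558.5 kb. The contrast was not adjusted for this length. A gene body whose signal did not fall in the knockout would not be in the table, so signal at any abundantly transcribed gene cannot be told apart from signal of ZNF469 by this count. Whether signal fell because ZNF469 was lost or because collagen transcription fell in the knockout was not tested. Shared reads are an unlikely source at collagen genes, where 100% of 51 bp windows occurred once. At the other sites 99.1% did.

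Of the 30 genes abundant in most cells, 3 (ACTB, LGALS1 and HSPA8) had a site within 10 kb, in promoters or outside the gene, against 0.32 in random genes of the same length (adjusted p 0.0156 over 4 lists). LGALS1 had been seen before the list was written. Of 35 collagen-processing genes, 3 (PLOD1, SPARC and CREB3L1) had a site within 10 kb, against 0.61 in random lists (adjusted p 0.0492). These 3 had been seen before the list was written, so this is a hypothesis. The 30 other matrix genes had 2 (DCN and CCN1, adjusted p 0.121), and the 9 stellate-cell genes had 0 (adjusted p 1, against 0.11 in random lists).

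Away from collagen genes, the AP-1 motif TGASTCA (S is C or G) occurred in 106 of 297 sites (35.7%) and in 7.4% of flanks 2 kb away (Fisher's exact p 1.01e-24). It also occurred in 11 of 50 collagen sites (22%) and in 5 of their 100 flanks (Fisher's exact p 0.00343). A rearranged motif occurred in 26 sites away from collagen genes, 8.8% against 8.6% in flanks, which argues against base composition. Away from collagen genes, the AP-1 motif was in 53 of the 182 sites in promoter or enhancer states and in 53 of the 115 in other states. Many regulatory regions of HSCs could carry this motif whatever the antibody, and this cannot be told apart from co-occupancy without the unchanged regions. By the same chromatin states, 7 of 50 collagen sites (14%) and 194 of 322 other sites (60.2%) were in a promoter or enhancer state. The tissue behind these states was not stated, and they may not be those of HSCs. The COL1A1 site with the lowest adjusted p was in a quiescent state, and that of COL1A2 in a repressed state. Neither split by state can therefore be read as a property of HSC chromatin.

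The highest fold change of all, at the LINC00408 site, may come from reads shared with other loci: 0 of its 84 windows occurred once. A second site named for LINC00408, with a log2 fold change of 1.81 in the authors' deposited table, also had 0 of 477. The sites named for LAMB4 and PRDM2 were unique throughout. Low counts and a real difference both stay open for them.

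The named gene was not always the gene a site lies in. Of 150 sites in an exon or intron, 9 took their class from another gene than the named one. At 66 sites the named gene's TSS was over 100 kb away, and at 5 it was over 1 Mb away. COL1A1 kept an implied mean of 26.6 counts in ZNF469 KO at its strongest site, so signal there was reduced but not at 0.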
